A study of Saccharomyces cerevisiae with 21 samples.

How the data were processed

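Ribonucleotides embedded in the genomic DNA of budding yeast (strain BY4742) were mapped by ribose-seq, which captures DNA fragments that end in a ribonucleotide and reads the position of that ribonucleotide to the base and strand. Of the 21 samples, 17 were ribose-seq libraries, each with a column in the deposited table, and 4 were whole-genome sequencing samples, 1 per genotype, which have no column of their own. The 17 libraries were grouped by the genotype in their titles into 6 wild-type (WT), 5 rnh203-K46W, 3 rnh201-G42S and 3 rnh201-null libraries. One label field gives the K46W change under the other gene's name, rnh201; the titles and the design text give rnh203, which was used. Replicates were numbered in accession order, so equal numbers do not pair libraries. Library numbers in the titles fall into series 100, 200 and 300, which were treated as a possible batch.

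Per the labels' protocols, the authors trimmed the reads, aligned them to the sacCer2 build with Ribose-Map, filtered artifacts with its Coordinate module and their own scripts, and cut the DNA with up to 3 sets of restriction enzymes. Which library received which set is not stated in the labels used here. The deposited values are a ratio, a normalized enrichment factor per position and strand, with no value where a library had no ribonucleotide. How the authors normalized the ratio is not stated, so it was worked out from the values. Within a row of the deposited table, the ratio between any 2 libraries of a genotype was constant, with a largest relative deviation of 5.6e-14 over 461207 ratios. In each library the most common reciprocals of nuclear values and the largest reciprocals of mitochondrial values were whole multiples of one step. Other reciprocals were not checked in this way, and those of positions with several reads need not be whole multiples. The values therefore behaved as a library constant times a read number divided by a whole-number DNA depth shared by the libraries of a genotype. Nuclear and mitochondrial values were scaled separately, each compartment summing to nearly its own length in every library. A share of the summed enrichment factor on the mitochondrial chromosome is fixed by that scaling. The planned mitochondrial share was replaced, after the values were seen, by the log2 ratio of nuclear to mitochondrial ribonucleotide density, each per DNA depth, obtained by dividing the values by the library's constant for each compartment.

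The table held 8216036 rows for 6633594 distinct positions, because positions with different read numbers in different libraries fill several rows. Rows were merged by position and strand; 1065821 positions filled more than 1 row and no library had 2 values at a position. Read numbers were recovered as the rounded ratio of the local DNA depth to the depth implied by 1 read. On simulated libraries of 4998, 42196 and 147004 positions, the lowest share of positions given their true read number was 99.99%, at 147004 positions. The simulated DNA depth varied more smoothly than real depth does. In the real nuclear data at least 99.1% of values gave a whole-number depth. In mitochondrial DNA the share fell to 56.6% in rnh203-K46W replicate 4, where many reads share a position, so mitochondrial read numbers of the deepest libraries are approximate. Recovered reads served to describe depth and as an alternative. They are reads without molecular identifiers, so floors cover counting error only.

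Windows of 1 kb were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with a trend). Both strands were summed, each library was rescaled to a mean of 1, windows with a mean of at least 0.1 were kept, and log2(value + 0.1) was fitted for all 17 libraries together without covariates. Differences are on that log2 scale and understate the change of low windows. A Benjamini-Hochberg adjusted p under 0.05 per contrast counted as a difference. The 5 contrasts were each mutant against WT, and each point mutant against rnh201-null. In simulated libraries of equal depth with 200 windows changed 4-fold in rnh201-G42S, 100% were recovered against WT among 11584 windows tested, with 13 false calls. At the real depths 0% of 199 changed windows were recovered among 11566 tested.

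One value per library was tested by a two-sided exact permutation test of the difference of means (scipy 1.17.1). The values were the strand asymmetry slope, the telomere-proximal enrichment and the nuclear-to-mitochondrial density, giving 15 tests adjusted together by Benjamini-Hochberg. Strand asymmetry is the plus-strand minus the minus-strand signal over their sum in 10-kb windows. Its slope is the regression of a library's asymmetry on the mean of 2 rnh201-null libraries, averaged over the pairs that leave the library out. On simulated data of 1200 windows a library with 0.5 times the asymmetry of the null libraries had a slope of 0.498; with 1 null library at 1 read per window the slope fell to 0.300, and that of a deep null library fell from 0.998 to 0.403. Telomere-proximal enrichment is the mean signal within 10 kb of either chromosome end over the nuclear mean, the end being the highest position in the table. Hotspots are positions in the top 1% of a library's detected nuclear positions in every library of a genotype. Profile similarity is the mean Spearman correlation of 1-kb profiles for pairs of one genotype minus that for pairs of different genotypes, with 100000 permutations of the genotype labels.

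Before the data were examined, a rule was set for the items named in the text. For windows it took at most 5 per contrast of a mutant with WT, with the largest absolute difference among those past the threshold whose libraries did not overlap between groups. For positions it took the 5 hotspots with the highest mean enrichment factor per genotype. Alternatives planned then were the pseudocounts 0.01 and 1, windows of 5 kb, windows of 20 kb for the asymmetry, 5 and 20 kb from the chromosome end, Pearson correlation, no filter, values as deposited, quantile normalization, capping at the 99.9th percentile, positions counted once, the library series as a covariate, fits of 2 groups, other hotspot limits, omission of chromosome XII, and omission of each library in turn. Added after the data were seen were windows of 50 kb, library quality weights, recovered reads without division by DNA depth, and the library set as a covariate. Library sets were found by average-linkage clustering of the Spearman correlations of mitochondrial profiles (detected positions in 100-bp bins), divided into 2 clusters. No sacCer2 sequence or annotation was used here, so base composition and the genes at the named positions were not analysed. Positions are 1-based sacCer2 coordinates. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used.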

Results

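Cells that lack ribonuclease H2 (RNase H2) retain ribonucleotides that DNA polymerases place in the genome. Mutations in the subunits of the human enzyme occur in Aicardi-Goutières syndrome, and 2 orthologous changes were made in yeast: rnh201-G42S in the catalytic subunit and rnh203-K46W in an accessory subunit. They were set beside WT cells, where the enzyme is intact, and rnh201-null cells, where it is absent. The comparisons ask how far each point mutant resembles either of these in the amount and the distribution of embedded ribonucleotides.

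Nuclear depth differed between genotypes and between replicates. The 6 WT libraries held 1061, 882, 8788, 7134, 10140 and 38662 recovered nuclear reads in the order of their replicates. The 5 rnh203-K46W libraries held 78578, 7257, 249335, 1857093 and 573612. The rnh201-G42S libraries held 977578, 1453175 and 4110087 nuclear reads. Among the rnh201-null libraries, replicate 1 held 1435 nuclear reads, all at separate positions, whereas replicates 2 and 3 held 2139866 and 1974116. Only 8 of the 17 libraries exceeded 100000 nuclear reads, none of them WT.

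**Figure D1:**
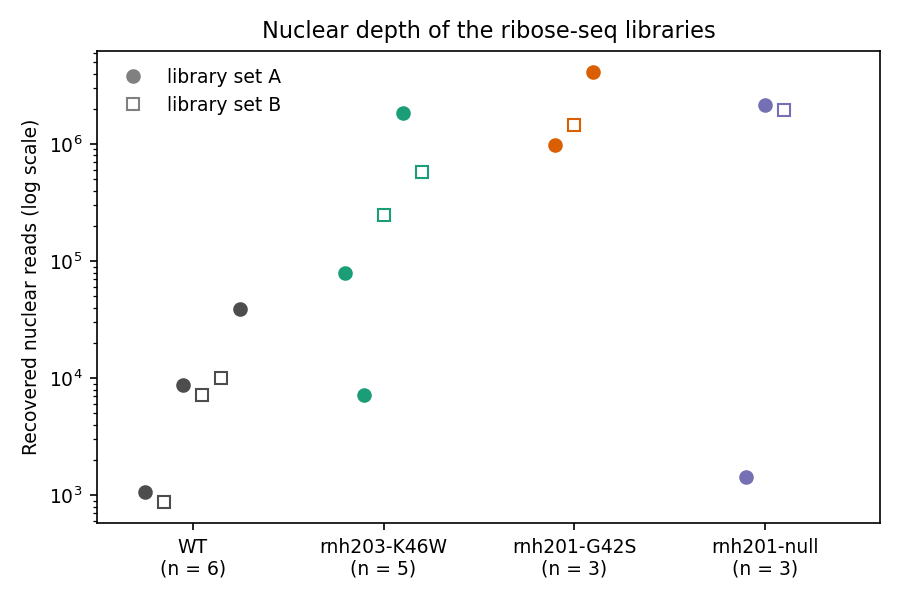
Recovered nuclear reads per ribose-seq library on a log axis, by genotype; each point is 1 library and its shape gives the library set found in the mitochondrial profiles. WT libraries lie between 882 and 38662 reads, whereas rnh201-G42S libraries lie between 977578 and 4110087.

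A stretch of DNA had values in each of the other genotypes and in no rnh201-null library. On chromosome XIV, which carries RNH201, no rnh201-null library had a value between positions 490322 and 491238, a stretch of 917 bp. In the other genotypes 478 coordinates within that stretch carried a value, and the 3 rnh201-G42S libraries had 80, 94 and 291 positions there. The 5 rnh203-K46W libraries had 11, 0, 28, 126 and 50, and the 6 WT libraries 0, 0, 1, 1, 0 and 8, so an empty stretch in a shallow library is not telling. A value requires DNA depth in the genotype's own DNA sample, so this stretch checks that sample and not the ribose-seq libraries one by one. The next stretch without values in rnh201-null, ranked by coordinates with a value in other genotypes, was on chromosome IV and held 147.

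The libraries fell into 2 sets that crossed the genotypes. Spearman correlations of the mitochondrial profiles averaged 0.677 for 66 pairs within a set and 0.344 for 70 pairs between sets. Set A held 10 libraries, namely WT replicates 1, 3 and 6, rnh203-K46W replicates 1, 2 and 4, rnh201-G42S replicates 1 and 3, and rnh201-null replicates 1 and 2. Set B held the other 7. WT replicate 5 lay between them, with a mean correlation of 0.566 with set A and 0.593 with set B. Pairs of the same genotype in different sets averaged 0.351, and pairs of different genotypes in the same set averaged 0.678. Each genotype had libraries in both sets, so comparisons were also made within sets, although set B held only 1 rnh201-G42S and 1 rnh201-null library.

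**Figure D2:**
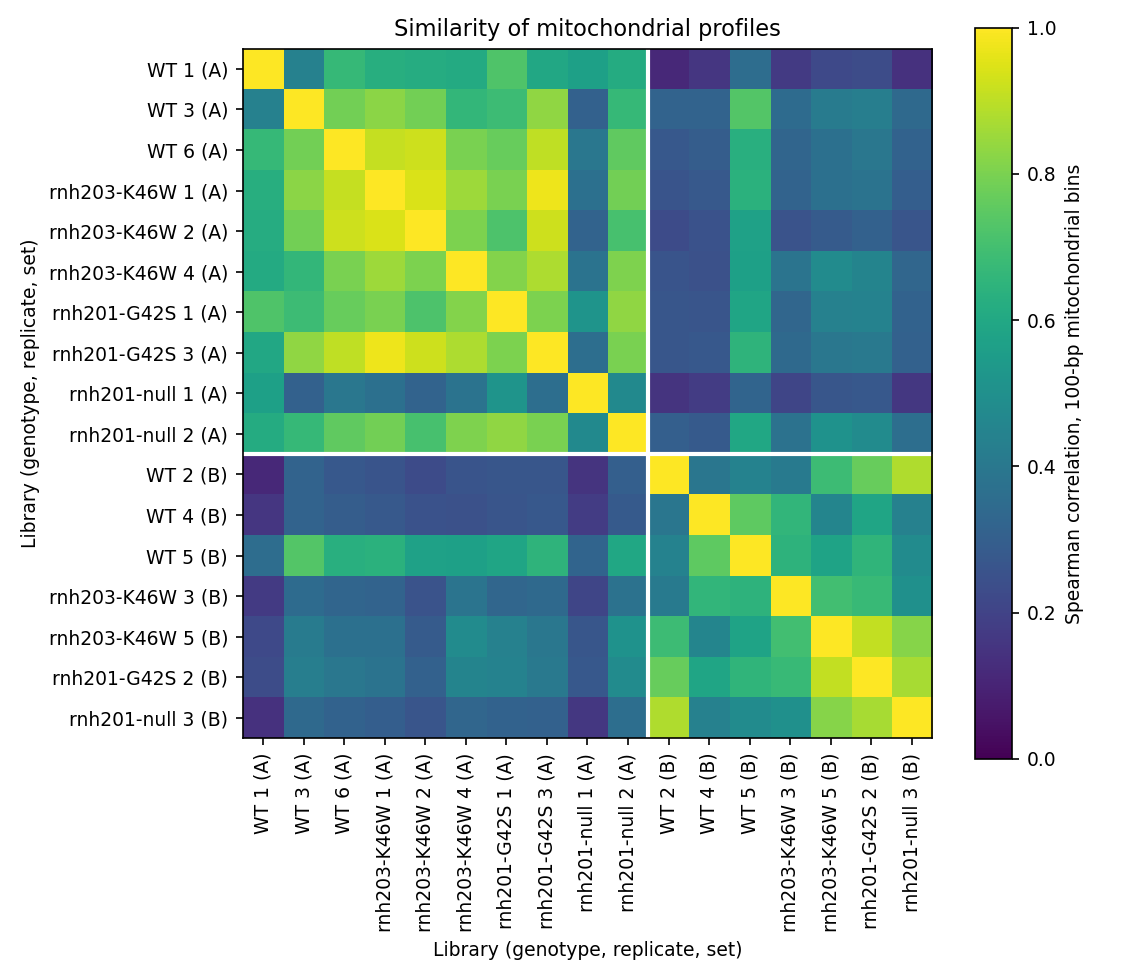
Spearman correlation of mitochondrial profiles (detected positions in 100-bp bins) between all 17 libraries, ordered by set, with white lines between sets A and B. Correlations are higher within a set (mean 0.677) than between sets (mean 0.344), and both sets hold libraries of every genotype.

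The density of ribonucleotides in nuclear relative to mitochondrial DNA separated rnh201-G42S and rnh201-null from WT and rnh203-K46W. RNase H2 does not act on mitochondrial DNA, which serves here as the internal reference. The log2 ratio of nuclear to mitochondrial density per DNA depth was -7.32 ± 1.32 (SD, n = 6) in WT and -7.30 ± 1.23 (SD, n = 5) in rnh203-K46W. It was 0.79 ± 0.28 (SD, n = 3) in rnh201-G42S and 0.71 ± 1.80 (SD, n = 3) in rnh201-null. The difference from WT was 8.11 for rnh201-G42S and 8.03 for rnh201-null on the log2 scale. All 3 libraries of each lay above all 6 WT libraries, the exact permutation test giving p = 0.0238 for each, the smallest p this design allows. The adjusted p was 0.119 for both, so neither passed the correction over 15 tests. Even the smallest p could pass only if many of the 15 tests were as low, so this does not speak against a separation. rnh203-K46W differed from WT by 0.02, with p = 0.991 in the exact permutation test, and its libraries lay among those of WT. Its difference from rnh201-null was -8.01 on the log2 scale, with all 5 libraries below all 3 null libraries (exact permutation p = 0.0357, the smallest possible, adjusted p 0.134). rnh201-G42S differed from rnh201-null by 0.08, and 3 libraries against 3 cannot give a p below 0.10 (exact permutation p = 1). The shallow rnh201-null replicate 1 had a value of -1.38, and the deep replicates 2 and 3 had 1.76 and 1.73. Without replicate 1 the difference between rnh201-G42S and rnh201-null was -0.96 in place of 0.08. The separation was present within both sets. In set A the difference from WT was 8.65 for rnh201-G42S (2 libraries against 3) and 8.21 for rnh201-null (2 against 3). In set B it was 7.73 and 8.35, each with 1 library against 3. The difference between rnh203-K46W and WT was 0.68 in set A and -0.61 in set B. Between rnh201-G42S and rnh201-null it was 0.44 in set A, with 2 libraries against 2. With 1 library against 1 it was -0.62 in set B and -1.155 within series 300. Within library series 200 rnh201-G42S exceeded WT by 7.67, and within series 100 rnh201-null exceeded WT by 8.60. rnh203-K46W and WT shared no series. Which alternative moved a difference most depended on the contrast. Recovered reads without division by DNA depth gave 5.73 for rnh201-G42S against WT and -1.68 for rnh201-G42S against rnh201-null. Counting each detected position once gave 6.84 for rnh201-null against WT. With positions counted once rnh203-K46W exceeded WT by 2.98 (exact permutation p = 0.0606) and differed from rnh201-null by -3.86 (exact permutation p = 0.107). Under it rnh201-null replicate 1, at -5.79, lay below rnh203-K46W replicates 4 and 5, at -3.59 and -4.11. Positions counted once depend on depth, however. In rnh203-K46W replicate 4 27004625 recovered mitochondrial reads fell on 103746 positions, and in rnh201-null replicate 1 623 fell on 564. This alternative therefore cannot decide how these libraries compare.

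**Figure D3:**
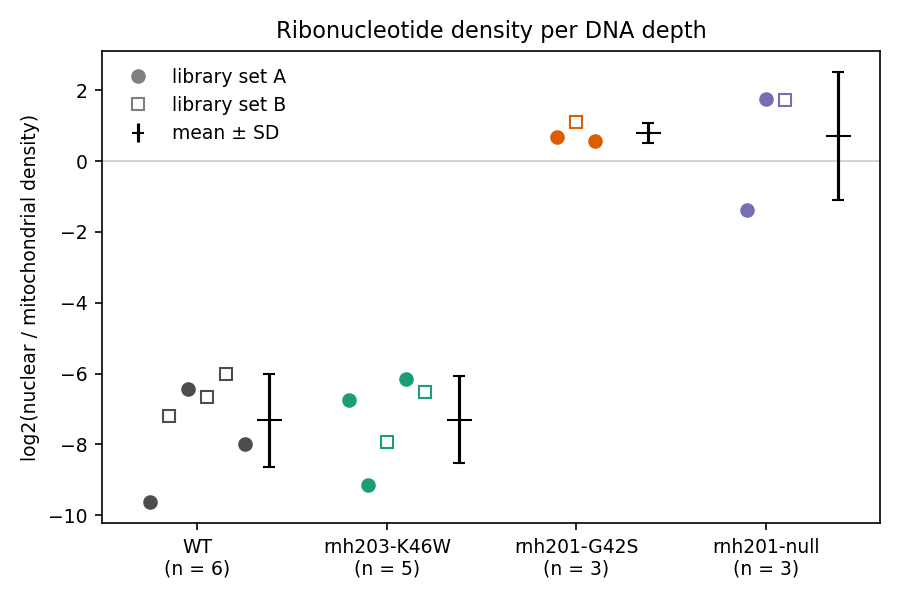
Log2 ratio of nuclear to mitochondrial ribonucleotide density per DNA depth for each library, by genotype, with mean ± SD in black; point shapes give the library set. WT and rnh203-K46W libraries lie at or below -6.00, and rnh201-G42S and rnh201-null libraries at or above -1.38.

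The share of mitochondrial reads showed the same separation before any division by DNA depth. Mitochondrial reads made up 88.1% to 98.8% of recovered reads in the WT libraries and 93.6% to 99.1% in rnh203-K46W. They made up 21.6% to 28.1% in rnh201-G42S. In rnh201-null the share was 30.3% in replicate 1, 5.20% in replicate 2 and 4.84% in replicate 3.

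Strand asymmetry was compared through the slope of each library on the rnh201-null asymmetry profile, because ribonucleotides placed by one replicative polymerase would favour one strand along a replication fork. The slope was 0.23 ± 0.20 (SD, n = 6) in WT, 0.09 ± 0.06 (SD, n = 5) in rnh203-K46W, 0.42 ± 0.11 (SD, n = 3) in rnh201-G42S and 0.33 ± 0.43 (SD, n = 3) in rnh201-null. The exact permutation test gave p = 0.190 for rnh201-G42S against WT, p = 0.667 for rnh201-null against WT and p = 0.117 for rnh203-K46W against WT, with adjusted p of 0.317, 0.833 and 0.292. Against rnh201-null the exact permutation test gave p = 0.8 for rnh201-G42S and p = 0.429 for rnh203-K46W. Each of these differences was smaller than the larger SD of the groups compared. The shallow rnh201-null replicate 1 entered the reference profile of every other library and lowered slopes. The deep null libraries, with slopes of 0.0821 and 0.0785, were always set against a pair that held it, so their slopes are biased low in the contrasts with rnh201-null. Without it the slope was 0.99 ± 0.29 (SD, n = 3) in rnh201-G42S, 0.55 ± 0.50 (SD, n = 6) in WT, 0.24 ± 0.17 (SD, n = 5) in rnh203-K46W, and 0.210 and 0.555 in the 2 remaining null libraries. The difference of rnh201-null from WT then changed from 0.10 to -0.16. Each of the 2 null libraries was then set against the other alone, and all other libraries against the mean of both. The references therefore differ in that comparison. Simulated null libraries that share one asymmetry gave a slope of 0.996 for a deep library, with the shallow one left out. The shallow replicate 1 is therefore not the whole reason for the low slopes of the deep null libraries, which are of different sets. Their asymmetry profiles matched only in part, so a slope on them need not measure an asymmetry tied to replication. Within set A rnh201-G42S exceeded WT by 0.23 (2 libraries against 3) and within set B by 0.21 (1 against 3). rnh201-null exceeded WT by 0.32 in set A and lay below it in set B, with a difference of -0.25. The set A value rests on the shallow replicate 1, with a slope of 0.8291, whereas replicate 2 had a slope of 0.0821 and the set A WT libraries a mean of 0.135. The difference between rnh203-K46W and WT was -0.01 in set A and -0.28 in set B. Between rnh201-G42S and rnh201-null it was -0.10 in set A, with 2 libraries against 2. With 1 library against 1 it was 0.46 in set B and 0.23 within series 300. Against rnh201-null, rnh203-K46W differed by -0.33 in set A and -0.03 in set B, and by 0.02 within series 300, with 5 libraries against 1, the sign opposite to that over all libraries.

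**Figure D4:**
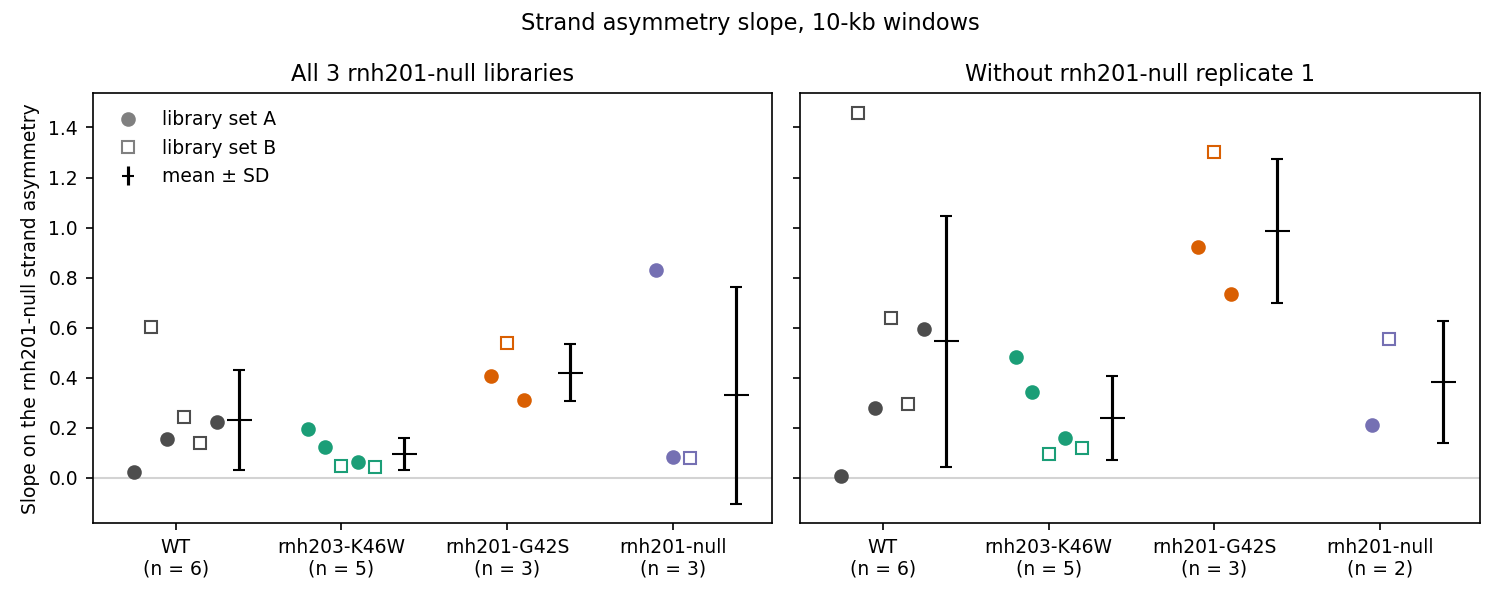
Slope of each library's strand asymmetry (10-kb windows) on the mean asymmetry of rnh201-null libraries, with all 3 null libraries on the left and without the shallow replicate 1 on the right; black marks give mean ± SD and point shapes the library set. rnh201-G42S slopes rise from a mean of 0.42 to 0.99 when that replicate is left out.

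Telomere-proximal enrichment was below 1 in all libraries but 1. It was 0.46 ± 0.04 (SD, n = 3) in rnh201-null, 0.48 ± 0.03 (SD, n = 3) in rnh201-G42S and 0.36 ± 0.06 (SD, n = 5) in rnh203-K46W. In WT it was 2.44 ± 4.33 (SD, n = 6), with a median of 0.75, because replicate 2 had a value of 11.3. The difference between rnh203-K46W and WT was -2.08 with all 6 WT libraries and -0.32 without WT replicate 2. Of the 5 rnh203-K46W libraries 3 lay below all WT libraries (exact permutation p = 0.0130, adjusted p 0.119). The differences of rnh201-null and rnh201-G42S from WT were -1.98 and -1.97 (exact permutation p = 0.190 for each), and -0.21 and -0.20 without WT replicate 2. Against rnh201-null, rnh203-K46W differed by -0.11 (exact permutation p = 0.0714) and rnh201-G42S by 0.01 (exact permutation p = 0.600). In set A the difference between rnh203-K46W and WT was -0.14 (3 libraries against 3), and in set B, which holds WT replicate 2, it was -4.03 (2 against 3).

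Of 11556 windows of 1 kb, 175 differed between rnh203-K46W and WT by limma, all higher in rnh203-K46W. No window passed the threshold in the other 4 contrasts with all libraries in the fit. At an unadjusted p under 0.05 there were 918 windows for rnh201-null against WT, 2348 for rnh201-G42S against WT, 3330 for rnh203-K46W against WT, 14 for rnh201-G42S against rnh201-null and 79 for rnh203-K46W against rnh201-null. The count of 175 was not stable. It was 0 without WT replicate 1, 2 or 4 and 0 without rnh203-K46W replicate 1, 3, 4 or 5, it was 1 without WT replicate 3, and it rose to 2433 without WT replicate 6 and to 2031 without rnh203-K46W replicate 2. Library quality weights moved it most, to 4824. Within set A, with 3 libraries against 3, no window differed (448 at an unadjusted p under 0.05), and within set B, with 2 against 3, 3648 did. Between rnh201-G42S and WT 967 windows differed within set A, with 2 libraries against 3, all higher in rnh201-G42S. Both rnh201-G42S libraries were deeper than each of these WT libraries, and this comparison was not simulated. No window differed within set A between rnh201-null and WT (10 at an unadjusted p under 0.05), rnh201-G42S and rnh201-null (1) or rnh203-K46W and rnh201-null (116). With the library series as a covariate the count was 0, all rnh203-K46W libraries being of series 300 and no WT library. In the simulation at the real depths, 0% of 199 windows changed in rnh201-G42S were recovered, against WT and against rnh201-null alike. The count of 0 for these contrasts with all libraries in the fit therefore does not show that no window differs. Recovery was not simulated for the other contrasts.

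Of the windows higher in rnh203-K46W, 146 also had no overlap between the libraries of the groups. Among all 11556 windows, every rnh203-K46W library lay above every WT library in 321 and below in 0, where libraries alike in depth and profile would give 25.01 each. The libraries were not alike in depth. WT replicates 1 and 2 held 1061 and 882 reads, so most windows had no signal in them. No library can lie below one without signal, so the 0 is not telling. In 20 simulations of one shared profile at the real depths, the windows called were also all higher (mean 2.2 higher, 0 lower). The direction alone is therefore no evidence. The largest log2 difference was at chromosome XV, 778001 to 779000 (4.95 ± 1.18 SE, limma adjusted p 0.0411). The 4 next were at chromosome III, 218001 to 219000 (log2 difference 4.78), chromosome XII, 338001 to 339000 (4.69), chromosome IV, 398001 to 399000 (4.39), and chromosome XIV, 338001 to 339000 (4.37). In each of these windows 5 or 6 of the 6 WT libraries had no signal, so the fitted differences depend on the pseudocount and are no measure of fold. With a pseudocount of 1 none of the 5 passed the threshold, with an adjusted p of 0.0907 for each, and over all alternatives their limma adjusted p ran from 0.00381 to 0.9999.

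Positions in the top 1% of every library of a genotype numbered 169 in rnh201-G42S, among 47251 positions detected in all 3 libraries, and 11 in rnh203-K46W, among 78 detected in all 5. Fewer libraries have more positions in common, and without replicate 1, 2 or 3 of rnh201-G42S the count was 968, 1370 or 508. Without rnh203-K46W replicate 2 it was 27. No position was detected in all 6 WT libraries. In rnh201-null 66 positions were detected in all 3 libraries and none was in the top 1% of each, whereas without the shallow replicate 1 there were 434 such positions among 174510. Each nuclear value of replicate 1 comes from a single read, so its ranking follows the DNA depth alone. The absence of hotspots with it is therefore not telling. The highest mean enrichment factor in rnh203-K46W was at chromosome XIII, position 911883, plus strand, with 58605 ± 92851 (SD, n = 5). It was followed by chromosome X, 726182, minus strand (mean 14982), chromosome XVI, 225590, plus strand (8933), chromosome X, 89513, plus strand (6738), and chromosome III, 218452, plus strand (5700). The last lies in the second of the windows above. In rnh201-G42S the highest was at chromosome IV, position 1449828, plus strand, with 2500 ± 2938 (SD, n = 3). It was followed by chromosome III, 127746, minus strand (1418), chromosome VII, 922408, minus strand (786), chromosome IV, 1389593, plus strand (673), and chromosome XV, 280459, minus strand (668). The SD exceeded the mean at each of these positions but the last. Single libraries set these means. Without rnh203-K46W replicate 2 the means of its 5 positions were 17565, 8787, 4510, 2261 and 2896 in the order above. Without rnh201-G42S replicate 1 the means of its first 4 positions were 848, 267, 244 and 266, and without replicate 2 that of the last was 372. Hotspots of rnh203-K46W and rnh201-G42S shared 0 positions, with 0.227 expected among the 22 positions detected in all libraries of both, too few to show an overlap or its absence. Under the alternatives they shared 0 to 2 positions, with at most 0.848 expected. Without rnh201-null replicate 1, hotspots of rnh201-G42S and rnh201-null shared 9 positions, against 0.947 expected among 6091 positions detected in both.

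Pairs of one genotype were hardly more alike than other pairs in the 1-kb profiles of the 17 libraries. The mean Spearman correlation was 0.201 for 31 pairs of the same genotype and 0.199 for 105 pairs of different genotypes, a difference of 0.0025 (permutation p = 0.936). Unequal depth lowers this difference. In 20 simulations of one shared profile at the real depths it lay between -0.0375 and -0.0322, below the one observed, so the permutation test does not show that genotype has no effect. In windows of 50 kb, chosen after the data were seen, the difference was 0.0832 (permutation p = 0.0244), and 0.0591 among pairs within a set (permutation p = 0.274). By set, the difference at 1 kb was 0.0998 (permutation test of the set labels within genotypes, p = 0.0024), and among pairs within a genotype it was 0.0635 (permutation p = 0.174). By series it was 0.0886 (permutation p = 0.00439, the series permuted over all libraries), and 0.112 among pairs within a genotype (permutation p = 0.395). Among the 8 libraries above 100000 nuclear reads, 12 pairs within a set correlated at 0.352 to 0.728 in 1-kb windows, with a mean of 0.512, and 16 pairs between sets at 0.174 to 0.433, with a mean of 0.319. The permutation p was 0.0549, sampled from 18 arrangements of the sets within genotypes, whose smallest exact p is 0.0556. By genotype the difference among these libraries was 0.0271 in 1-kb windows (permutation p = 0.679) and 0.188 in 50-kb windows (permutation p = 0.0216).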

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

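Among the tests in this part, only that for counting error was set down before its result was seen; the others were chosen afterwards. Of 12 checks for a library far from the others of its genotype, 2 found one, and chance alone gives about 1 in 20. They covered WT and rnh203-K46W only. The groups of 3 libraries were not checked, although rnh201-null replicate 1 had a density of -1.38 against 1.76 and 1.73 in replicates 2 and 3.

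WT replicate 2 had a telomere-proximal enrichment of 11.3, far above the other 5 WT libraries, the gap taking 0.946 of the range of the group. Counting error at its depth was argued against by 10000 simulated libraries of 882 reads drawn from a shared profile, whose largest enrichment was 1.02. The reads were drawn independently, so repeated reads at a position are not covered. With each detected position counted once its value was 2.18, and that of WT replicate 5, the next highest, 0.817. Much of the excess was therefore repeated reads at a position. The 3 highest positions of the library, all on the minus strand at the start of chromosome I, held 13.1% of its nuclear signal, and without them its value was 7.28, so they were not the whole cause. The first 100 bp of chromosome I held 242 of its 882 recovered reads, and without this stretch its value was 1.79, against at most 0.910 in the other WT libraries treated alike. Most of the excess therefore came from this stretch, but not all of it. Reads there also tell the library sets apart. All 7 libraries of set B had 10 to 242 reads in the stretch and the 10 libraries of set A had 0 or 1 (Fisher's exact test, two-sided, p = 5.14e-05), although set A includes the deepest library, rnh201-G42S replicate 3, which had none among 4110087 reads. Sampling depth as the cause is argued against by WT replicate 2 itself, with 27440 reads there per 100000 nuclear reads and at most 217 in the other set B libraries. A step shared by the set B libraries, such as the enzymes that cut their DNA, may have brought these reads in, since the sets were found without using them. Why WT replicate 2 has so many stays open. Its genotype is shared with libraries that lack the excess, so no biological explanation was tested.

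WT replicate 6 had 38662 recovered nuclear reads, the gap to the next WT library taking 0.755 of the range of the group. This is a difference in sequencing or library yield among libraries of one genotype, and neither a technical nor a biological explanation for it was tested. Without this library 2433 windows in place of 175 differed between rnh203-K46W and WT, and whether its depth is the reason was not tested.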

How the results depend on the processing

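The alternatives in this part were decided on before the results were seen, with the following exceptions. The 50-kb windows, the quality weights, the recovered reads, the set covariate and the pairs within a set were chosen after the data were examined. None of the 15 tests of single values passed the correction under any setting, so only their directions are compared here. Groups this small can hardly pass it, so not passing does not speak against a difference. The causes of the changes below were not tested unless one is given.

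For the density, rnh201-G42S and rnh201-null kept their direction against WT, and rnh203-K46W its direction against rnh201-null, under every alternative tried. Leaving out 1 library gave 7.496 to 9.07 for rnh201-null against WT, 7.65 to 8.37 for rnh201-G42S against WT and -9.05 to -7.48 for rnh203-K46W against rnh201-null. The difference between rnh203-K46W and WT, near 0, moved most with positions counted once, to 2.98. It changed sign without chromosome XII (-0.0021), with capped positions (-0.051) and with recovered reads (-0.79), and ran from -0.44 to 0.48 when 1 library was left out. That between rnh201-G42S and rnh201-null was -1.68 with recovered reads and ran from -0.96 to 0.61. Of 20 values under other settings 4 changed sign, and of 43 that left out 1 library 7 did.

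For the strand asymmetry slope, rnh201-G42S against rnh201-null changed sign with positions counted once (-0.029) and ran from -0.452 to 0.604 when 1 library was left out. rnh201-null against WT ran from -0.163 to 0.519, from the fit without rnh201-null replicate 1 to that without replicate 3. Without 1 null library, each remaining null library was set against the other alone, so the contrasts with rnh201-null then compare different references. When 1 library was left out, the other slope contrasts kept their direction and moved in size. rnh201-G42S against WT ran from 0.0563 without rnh201-null replicate 2 to 0.441 without replicate 1, rnh203-K46W against WT from -0.306 without replicate 1 to -0.0288 without replicate 3, and rnh203-K46W against rnh201-null from -0.547 without replicate 3 to -0.142 without replicate 1, all of these being replicates of rnh201-null, which enter the reference profile. Telomere-proximal enrichment of rnh201-G42S against rnh201-null changed sign within 5 kb of the end (-0.038) and with recovered reads (-0.0104), and ran from -0.011 to 0.0277 when 1 library was left out. That of rnh203-K46W against rnh201-null changed sign within 20 kb (0.0328).

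The number of windows that differ depended on the processing. Between rnh203-K46W and WT it was 1082 with a pseudocount of 0.01 and 0 with a pseudocount of 1, 775 without the filter, 313 with values as deposited, 5 with quantile normalization, 2 with 5-kb and 2 with 50-kb windows, 274 with capped positions, 402 with positions counted once, 0 with the library series as a covariate, 518 with only these groups in the fit and 409 with the set as a covariate. It ran from 0 to 2433 when 1 library was left out. For rnh201-null against WT it was 29 with a pseudocount of 1, 1 with the series as a covariate and 0 to 3 when 1 library was left out. For rnh201-G42S against WT it was 3 without the filter and 1234 with only these groups in the fit. For rnh201-G42S against rnh201-null it was 1 without the filter, and for rnh203-K46W against rnh201-null 2 with a pseudocount of 1, 1 with 5-kb windows and 1 with only these groups in the fit. Library quality weights gave 2783 for rnh201-null against WT, 2979 for rnh201-G42S against WT, 4824 for rnh203-K46W against WT and 133 for rnh203-K46W against rnh201-null. In 5 simulations without any difference they gave means of 826, 729, 629 and 304 windows for these contrasts in the same order, the last above the count observed, and 935 for rnh201-G42S against rnh201-null, where 0 were observed. These counts therefore carry many false calls. For the 5 named windows, 13 of 60 values under other settings and 39 of 55 that left out 1 library no longer passed the threshold.

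Hotspots numbered 7 in rnh203-K46W and 80 in rnh201-G42S with the top 0.5%, and 400 in rnh201-G42S with the top 2%, as the width of the limit brings about. With 3 libraries of rnh203-K46W the mean count was 42.6, fewer libraries having more positions in common. Leaving out 1 library gave 11 to 27 in rnh203-K46W, 508 to 1370 in rnh201-G42S and 0 to 434 in rnh201-null. The similarity difference by genotype was -0.0155 with positions counted once, -0.0128 among pairs within a set and 0.0832 in 50-kb windows, and ran from -0.0244 to 0.0323 when 1 library was left out.

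Low depth limits the WT profiles most, and with them each comparison of single windows, slopes and positions with WT. No paired analysis was possible because the labels give no numbers that link libraries across genotypes, the replicates being numbered in accession order. The alternatives set for base composition were not run, no genome sequence being used here. Those set for the mitochondrial share were applied to the density that replaced it.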

Other observations

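Set down before their results were seen were the test of window values that vary beyond counting error and the test of the library sets among pairs of one series. So was the comparison of medians for the library sets in the top-ranked positions. The series covariate, the omission of single libraries and positions counted once were alternatives planned before the data were examined. All other tests in this part were chosen afterwards.

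The nuclear density of rnh201-G42S and rnh201-null exceeded that of WT and rnh203-K46W in every library, the smallest gap between any of their libraries being 4.63 on the log2 scale. With each detected position counted once this held against WT but not against rnh203-K46W, rnh201-null replicate 1 lying at -5.79 and rnh203-K46W replicate 4 at -3.59. That setting drops further reads at a position, of which deep libraries have more in mitochondrial DNA, so it cannot decide between these libraries. The DNA depth of the mitochondrial genome, by which the values are divided, differed between genotypes by at most 2.31 on that scale, less than the gap. Library depth is argued against by rnh203-K46W replicate 4, the deepest of the low libraries with 1857093 nuclear reads, at -6.14, while rnh201-null replicate 1 with 1435 reads was at -1.38. The gap remained within the library sets, the smaller being 4.77 in set A, and within the series, the smallest being 5.82 in series 100. Recovered reads, free of the division by DNA depth, gave differences from WT of 7.41 for rnh201-null and 5.73 for rnh201-G42S. The 3 rnh201-G42S libraries, at 0.57 to 1.11, lay below rnh201-null replicates 2 and 3, at 1.76 and 1.73, and above replicate 1. Their difference from rnh201-null ran from -0.96 to 0.61 when 1 library was left out, the lowest without replicate 1. It was -1.68 with recovered reads, so whether the degree is the same stays open. A biological hypothesis is that rnh201-G42S cells, like cells without RNase H2, may retain nuclear ribonucleotides above the WT level, and rnh203-K46W cells may not. It was found and tested on the same data.

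Other splits of the libraries were counted for each comparison of windows. For rnh203-K46W against WT, 2 of 100 splits drawn from 462, the real one included, gave as many windows as the 175 observed, and the other of them gave 3095. All 84 splits for rnh201-null against WT, all 84 for rnh201-G42S against WT and all 56 for rnh203-K46W against rnh201-null gave as many windows as the real split, which gave 0. The same held for all 10 splits for rnh201-G42S against rnh201-null, a design that cannot give a share under 0.1. Every split must give at least as many windows as a real split with 0, so nothing can be concluded from the splits of these contrasts. At an unadjusted p under 0.05 these real splits gave 918, 2348, 79 and 14 windows in that order. A split of the WT and rnh203-K46W libraries by set gave 2 windows.

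In 20 simulations of one shared profile at the real depths, the largest count for rnh203-K46W against WT was 44, against 175 observed. Depth with reads drawn independently is thereby argued against as the whole cause. Simulations with window values that vary between libraries beyond counting error gave at most 0 windows. They spread the deep libraries of a set further apart (mean correlation 0.347) than was observed (0.512), which can lower the count. Neither kind was run within a set or without single libraries. The observed count rose without WT replicate 6, the deepest WT library, and without rnh203-K46W replicate 2, the shallowest of its genotype. Depth therefore stays open as a cause. A shift between the library sets is argued against by the set as a covariate, which gave 409 windows. Libraries of 1 set only may still carry the windows, since 0 differed within set A (448 at an unadjusted p under 0.05) and 3648 within set B. This cannot be told apart from an effect of single libraries, since WT replicate 6 and rnh203-K46W replicate 2, without which 2433 and 2031 windows differed, are both in set A. The library number series cannot be told apart from the genotype, since the series covariate gave 0 windows and rnh203-K46W shares no series with WT. A genotype effect may exist, but the count of 175 falls to 0 without any of 7 of the libraries. Depth, the series and the set B libraries stay open as causes.

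With the genotype in the fit, limma found 20 of 11556 windows that differ between the library sets, 19 of them higher in set B, and 2 of 100 shuffles of the sets within genotypes, the real one included, gave as many. For 50-kb windows there were 0 of 240, and 16 at an unadjusted p under 0.05. In the 1-kb profiles sampling depth as the cause of the sets is argued against by simulations whose largest difference between pairs within and between sets was -0.021, against 0.0998 observed. Among pairs of one series the difference was 0.12 (permutation p = 6e-04), which argues against the series as the whole cause. Pairs of one series also correlated more than other pairs, by 0.0886 (permutation p = 0.00439). That permutation did not hold the genotype fixed, and rnh203-K46W shares no series with WT. Within genotypes the difference by series was 0.112 (permutation p = 0.395). Pairs of one genotype in different sets correlated at 0.177 and pairs of different genotypes in one set at 0.253, and the sets were permuted within genotypes (p = 0.0024), which argues against the genotype as the cause at this scale. Over all pairs the difference by set was 0.0861 (permutation p = 0.00867) in 5-kb and 0.0683 (permutation p = 0.01395) in 50-kb windows. Among pairs within a genotype alone the difference by set was 0.0635 (permutation p = 0.174) in 1-kb and 0.0314 (permutation p = 0.595) in 50-kb windows. Among the 8 deep libraries the difference by set was 0.193 in 1-kb and 0.0759 in 50-kb windows (permutation p = 0.0549 for each). The 18 arrangements possible allow an exact p of 0.0556 at best, so this test could not pass 0.05. The difference by genotype among them was 0.0271 (permutation p = 0.679) and 0.188 (permutation p = 0.0216). A local bias such as the sites of the restriction enzymes could shrink in wider windows, and over all pairs the difference by set did so only in part. Other local biases would shrink too. The enzymes cannot be told apart from them without the enzymes of each library or the sequence.

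Among the deep libraries the top 1% of positions followed another order. Pairs of one genotype in different sets shared a median of 6.10 times the number that chance gives (4.79 to 6.88 in 5 pairs), pairs of different genotypes in one set 3.10 times (2.06 to 6.06 in 10 pairs), and pairs that differ in both 2.74 times (1.59 to 5.47 in 11 pairs). Among pairs from different sets, the mean of those of one genotype was higher by 3.001, and exchanging the genotypes within the sets gave an exact permutation p of 0.00694, the smallest its 144 arrangements allow. This argues against the library set as all that the shared positions follow. The DNA depth shared by the libraries of a genotype is argued against by the ranking on recovered reads, with a median of 5.62 times for pairs of one genotype in different sets, 2.56 for pairs of different genotypes in one set, and an exact permutation p of 0.0139. The order was not one of single genotypes, however. rnh201-G42S replicate 2 with rnh201-null replicate 3 reached 6.06 times, rnh201-G42S replicate 3 with rnh201-null replicate 2 reached 5.75 and with rnh201-null replicate 3 reached 5.47, all above the 4.79 of rnh201-null replicates 2 and 3. Positions shared by rnh201-G42S and rnh201-null may be part of the pattern, which stays a hypothesis.

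The DNA depth implied by the values, 1 DNA sample per genotype, put the mitochondrial genome at 15.2 times the median nuclear chromosome in WT, 25.01 in rnh203-K46W, 75.2 in rnh201-G42S and 25.8 in rnh201-null. In rnh203-K46W chromosome I stood at 1.32 times and chromosome VI at 1.28 times the median chromosome. In rnh201-G42S chromosome XII stood at 0.724 times.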
